A study of Mus musculus with 9 samples. Its data were reported in "Dynamic DNA methylation landscape defines brown and white cell specificity during adipogenesis" (2016).

How the data were processed

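Reduced representation bisulfite sequencing (RRBS) was used by the authors to measure DNA methylation in cultured mouse adipocytes. In this assay genomic DNA is digested with restriction enzymes, short fragments are kept, and bisulfite converts unmethylated cytosine so that it is read as thymine. Brown preadipocytes came from the interscapular brown fat of BL6 mice and white preadipocytes from their inguinal fat, and both were grown to confluence and then differentiated with insulin, dexamethasone, isobutylmethylxanthine and rosiglitazone. The 9 libraries were brown cells at days 0, 4 and 6 (BAT), brown cells of day 6 after 4 h of norepinephrine (BAT + NE), white cells at days 0, 4 and 6 (WAT), and white cells differentiated with norepinephrine and harvested at days 4 and 6 (BWAT, brown-induced white adipocytes). Each condition was 1 library, so no condition had a replicate.

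According to the methods of the study, DNA was digested with MspI and TaqαI, end-repaired, adapter-ligated, size-selected, converted with a commercial bisulfite kit and sequenced from both ends. The submitters' processing notes name Bowtie and the mm9 assembly, and the version of Bowtie is not given in the sources used here. The authors kept autosomal CpG cytosines with a depth of at least 10 reads in all 9 libraries and deposited the methylation level of each one as a percent, with 1 column per library. The table held 838481 cytosines on 19 chromosomes and no missing value, and all lay on CpG cytosines of NCBIM37, the assembly behind mm9. Each strand of a CpG had its own entry. The 838481 cytosines belonged to 526397 CpG dinucleotides, of which 312084 had both strands.

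The deposited table used here gives percents and no read counts, so the depth of each cytosine is unknown beyond the minimum that the authors applied. The Fisher exact test of reads that the study describes, and that had been chosen as the main test before the data were examined, therefore could not be run. As fixed for that case beforehand, cytosines that differed by at least 10 percentage points between 2 libraries were counted with no test. Intervals that need depth are not given. The exact binomial intervals and the standard errors of shares cover counting and the spread over the 19 chromosomes (jackknife), not the spread between cultures.

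Promoters were placed with GENCODE vM1 (NCBIM37) from 1000 bp upstream to 500 bp downstream of each transcription start, and overlapping windows of the same gene were merged. Promoters with at least 2 measured cytosines were used, which left 13417 promoters of 12464 genes. Cytosines were assigned to promoter, exon, intron or intergenic sequence in that order of priority. A promoter was called between 2 libraries when it held at least 2 cytosines past 10 points and all of these had the same direction. The level of a promoter was the mean over its cytosines.

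There were 12 comparisons of library pairs, namely BAT against WAT at each of the 3 days, day 4 against day 0, day 6 against day 4 and day 6 against day 0 within BAT and within WAT, BAT + NE against BAT of day 6, and BWAT against WAT at days 4 and 6. Promoters called in the same direction between BAT and WAT at all 3 days were counted, since these 3 comparisons share no library. Differences between brown and white promoters were also tested with limma on the logit scale, log2((level + 1)/(100 − level + 1)), with moderated variances and Benjamini-Hochberg adjustment, on the 6 BAT and WAT libraries without NE and with day as a factor. An adjusted p below 0.05 was called. The test of all 9 libraries, 4 brown against 5 white and BWAT, had been listed as an alternative before the data were examined. Nothing in the labels says that the days of a series were separate cultures, so p-values measure only the spread between these libraries.

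Read noise was measured from the data. In a CpG with both strands measured, the methylation of both cytosines is usually shared while their reads are not, so the covariance of the differences on the forward and the reverse strand estimates the variance of the shared difference between 2 libraries. It was computed over the 290047 CpGs outside restriction sites. Counts of cytosines and promoters were set beside 10 simulations in which every cytosine had the same mean level in all libraries, with noise drawn from the strand differences of each library. These strand differences came from CpGs outside restriction sites, while cytosines inside the sites were counted too. Noise was drawn separately for each cytosine, so that these counts leave out noise that neighbouring cytosines share through common reads. Fragments, runs of at least 4 cytosines with gaps of at most 300 bp, were tested with limma on the same scale. Their main test used all 9 libraries with terms for cell type and for day 0 against later days. The 9-library test of promoters had no day term, and with that term it called 139 promoters instead of 145. At CpGs under 30% in the other 7 libraries, the change on the reverse strand was also compared between those whose forward cytosine rose and those whose forward cytosine fell by 10 points. The strand comparisons, the noise simulations, the fragments and the tests of day 0 against later days were chosen after the data were seen. The limma code was tested on simulated data. Of 50 promoters moved by 10 points among 13417, 64% were recovered with 6 libraries and 86% with 9, and of 50 moved by 40 points 98% and 100% were recovered. Among promoters not moved, 6 and 10 were called. Sets of 50 were moved by 10, 20, 40 and 60 points at once, with noise drawn independently for each library. These shares therefore describe the code and not the power of the tests here. In the data the 6-library test called 2 promoters and missed Hoxa5, which differed by more than 40 points.

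Before the data were examined 18 gene lists and 14 gene families were fixed. The lists were the Hox clusters, the Hox genes named by the study, other positional regulators, brown fat, white and beige fat, pan-adipogenic genes, preadipocyte genes and inhibitors of adipogenesis, adrenergic and cAMP signalling, skeletal muscle, the DNA methylation machinery, imprinted genes, the cell cycle, and markers of endothelial, haematopoietic, smooth muscle and pericyte, epithelial, mesothelial, and neural and Schwann cells. The Hox genes named by the study were chosen by it on these samples, on which it also reported an enrichment of Hox genes. Each list was compared with all 13417 promoters by Fisher's exact test (2-sided), adjusted over the 32 lists and families, and with 10000 random lists matched on cytosine number and level.

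The genes named in the text followed a rule fixed beforehand. It took 5 Hox genes of the study (Hoxa2, Hoxa5, Hoxc4, Hoxc9 and Hoxc10) and the markers Adipoq, Fabp4, Pparg, Ppargc1a, Ucp1 and Cidea, the 12 promoters per direction with the largest mean difference among those called between BAT and WAT at all 3 days, the 4 called promoters per direction of each time or norepinephrine comparison, up to 5 members per list called at 2 or more days, and per cell type the 4 promoters per direction called at both later days. Some promoters that the rule names are not reported here. Genes outside it are marked as chosen after their values were seen.

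Alternatives fixed beforehand were a minimum difference of 20 points, at least 3 cytosines per promoter, promoters starting 500 or 2000 bp upstream, class limits of 20% and 80%, removal of the mean shift between libraries, another priority of features, 30 points for the brown-white axis, the 10% most variable cytosines for clustering, the percent scale, no day term, all 9 libraries and each library left out in turn. A minimum depth of 20 reads, read-weighted means, p-values adjusted over all cytosines, thinning to 10 reads and pooled reads of a promoter need read counts and were not run. Leaving out the cytosines in MspI and TaqI sites was added after the data were seen, as was a comparison of lists and families on promoters called by the 9-library test. A comparison of lists and families on promoters called at any day had been fixed beforehand. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. RNA-seq of the same cells was not analysed here.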

Results

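DNA methylation was compared between brown and white fat cells as they differentiated in culture. The 9 RRBS libraries comprised 3 of BAT (days 0, 4 and 6), 1 of BAT + NE (day 6, 4 h of norepinephrine), 3 of WAT (days 0, 4 and 6) and 2 of BWAT (days 4 and 6). Day 0 was the confluent preadipocyte before induction. Norepinephrine is the sympathetic transmitter that activates brown fat and induces brown-like features in white fat. All libraries were measured at the same 838481 CpG cytosines, of which 36.1% lay in promoters, 13.5% in exons, 25.5% in introns and 24.9% between genes. The depth of a cytosine is unknown beyond the minimum of 10 reads. As each condition was 1 library, levels of a single condition have no replicate error, and values given as mean ± SD are over the 3 days of a cell type unless stated otherwise.

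The first question was whether libraries resembled each other by cell type or by stage of differentiation. The brown libraries, including BAT + NE, formed 1 cluster and the white libraries, including BWAT, formed the other, at every day. Pearson correlations across cytosines were 0.977 to 0.980 among the 4 brown libraries, 0.981 to 0.985 among the 5 white and BWAT libraries, and 0.973 to 0.977 between the cell types. Cytosines are not independent replicates, and these coefficients describe the libraries only. The first principal component took 26.1% of the variance and separated the cell types, with brown libraries from −3199 to −2751 and white and BWAT libraries from 2264 to 2729. The second took 13.3% and ran from 3240 at BAT day 0 over 1084 at BAT day 4 to −4336 at BAT day 6. BAT + NE, also of day 6, lay at 227, so this component was not ordered by day alone.

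Most cytosines that differed by 10 points between 2 libraries were within the reach of read noise, so the size of each difference was taken from CpGs measured on both strands. The covariance of the forward and reverse differences was 18.9 squared percentage points (SE 0.830 over chromosomes) between BAT and WAT at day 0, 19.6 (SE 0.830) at day 4 and 19.2 (SE 0.889) at day 6, a shared difference with an SD of 4.34 to 4.43 points per CpG. Differentiation gave smaller values, 6.80 (SE 0.375) for BAT and 4.82 (SE 0.219) for WAT from day 0 to day 6. From day 4 to day 6 the covariance was 0.568 (SE 0.176) in BAT and 0.413 (SE 0.167) in WAT. It was 0.447 (SE 0.192) for 4 h of norepinephrine in BAT, and 0.127 (SE 0.171) and 0.523 (SE 0.100) for BWAT against WAT at days 4 and 6, so that the value at day 4 was within its error of 0.

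**Figure D1:**
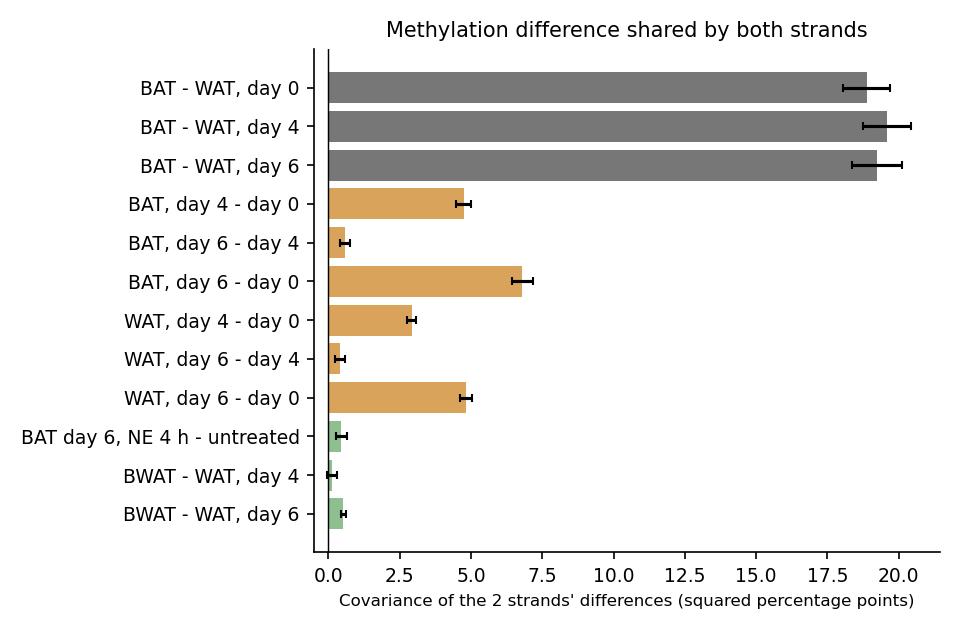
Covariance of the methylation difference on the forward strand with that on the reverse strand, in squared percentage points, for each of the 12 comparisons of library pairs (bars, grey between cell types, ochre over time, green for norepinephrine). Error bars are standard errors over 19 chromosomes, and the 3 bars of BAT against WAT lie at 18.9, 19.6 and 19.2 while the others reach at most 6.80.

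The BAT library had a lower mean methylation than the WAT library of the same day at each of the 3 days. The mean level over all cytosines was 40.2% in BAT and 40.8% in WAT at day 0, a difference of −0.607 points (SE 0.0220 over chromosomes), which was −0.411 (SE 0.0241) at day 4 and −0.472 (SE 0.0258) at day 6. Within BAT the change from day 0 to day 6 was of similar size, 0.532 points (SE 0.0173). BAT + NE, at 40.82%, lay slightly above WAT of day 0, at 40.81%. With 1 library per condition, these gaps have no error between cultures. Of the cytosines past 10 points at day 0, 58039 were higher and 78376 lower in BAT, so that 42.5% were higher (SE 0.243, exact binomial interval 42.3 to 42.8). The share was 45.5% (SE 0.309) at day 4 and 45.6% (SE 0.252) at day 6. Exons had the lowest shares higher in BAT, 41.1% (SE 0.640), 43.9% (SE 0.613) and 44.1% (SE 0.308) at days 0, 4 and 6, and introns had 42.7% (SE 0.482) and intergenic sequence 42.4% (SE 0.272) at day 0.

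Among promoter cytosines past 10 points, more were lower in BAT at day 0 but not at the later days. The promoter share higher in BAT was 45.6% (SE 0.665) at day 0, 51.3% (SE 0.603) at day 4 and 51.2% (SE 0.574) at day 6, and at a minimum difference of 20 points it was 47.8% and 48.6% at the later days. The mean over all promoter cytosines stayed below 0 at all 3 days, at −0.0967 (SE 0.0105), −0.0794 (SE 0.0111) and −0.0354 points (SE 0.0151). The SD of the difference between strands was 7.45 points in BAT and 6.45 in WAT at day 4. At day 6 it was 7.77 in BAT and 7.16 in WAT. Unequal read noise may therefore have moved the promoter shares higher in BAT. Intergenic and intronic cytosines made up most of those past 10 points, 40.02% and 36.8% at day 0, and promoters 7.71%. With no difference between libraries the noise simulation gave 105283 cytosines past 10 points at day 0 where 136415 were observed. Its noise came from CpGs outside restriction sites, while cytosines inside these sites were counted too. For BWAT against WAT at day 4, where the strand covariance was within its error of 0, 120834 were observed against 114779 simulated. An excess over the simulated count therefore does not by itself show a difference.

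**Figure D2:**
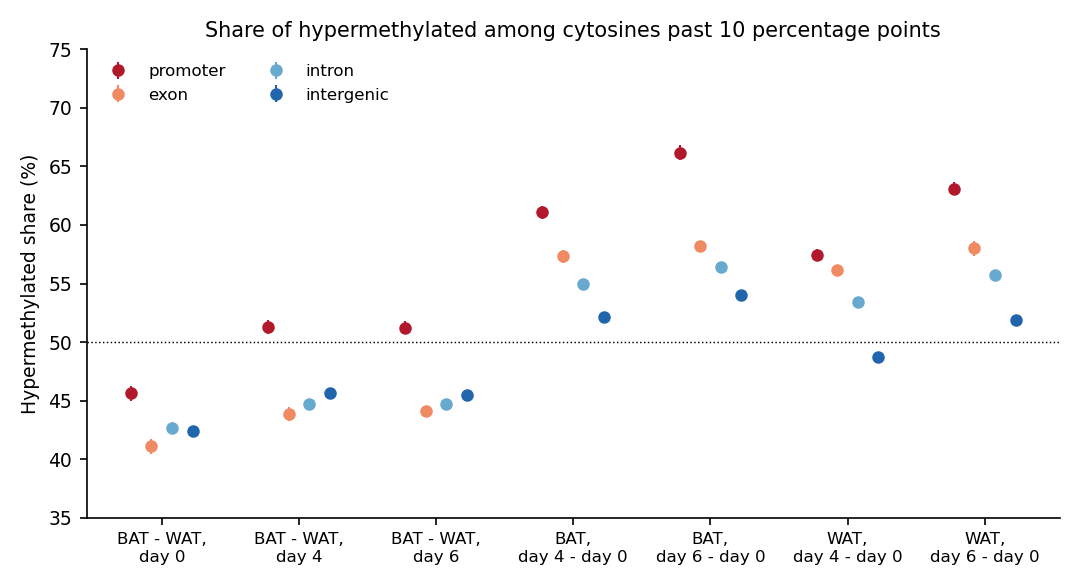
Share of hypermethylated cytosines among those past 10 percentage points, in percent, in promoters, exons, introns and intergenic sequence (points) for BAT against WAT at 3 days and for the later days against day 0 in each cell type. Error bars are standard errors over 19 chromosomes, the dotted line marks equal numbers, the vertical axis does not start at 0, and promoters reached 66.2% in BAT and 63.1% in WAT from day 0 to day 6.

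Hox genes, the transcription factors that set position along the body axis, held some of the widest differences between brown and white promoters. The Hoxa5 promoter (ENSMUSG00000038253.6, chromosome 6, 52154086 to 52155586, 22 cytosines) was methylated at 4.69% ± 2.82 (SD, n = 3 days) in BAT and 50.2% ± 3.97 in WAT, and the Hoxc4 promoter (ENSMUSG00000075394.3, chromosome 15, 102863826 to 102865326, 15 cytosines) at 0.583% ± 0.529 and 35.7% ± 3.77. The neighbouring HoxC genes went the other way. Hoxc10 (ENSMUSG00000022484.7, 102796227 to 102797727, 29 cytosines) was at 18.0% ± 0.0917 in BAT and 2.48% ± 0.686 in WAT, and Hoxc9 (ENSMUSG00000036139.6, 102805870 to 102807963, 27 cytosines) at 11.6% ± 0.438 and 1.22% ± 0.610. In the HoxB cluster on chromosome 11, Hoxb6 (96152790 to 96154290, 10 cytosines) was at 19.1% ± 2.43 and 1.69% ± 0.247, Hoxb4 (96176998 to 96178498, 15 cytosines) at 52.6% ± 6.65 and 81.2% ± 4.41, and the promoter of the microRNA gene Mir196a-1 (96125478 to 96126978, 14 cytosines) at 16.8% ± 4.51 and 61.4% ± 3.67. The noncoding gene 0610040B09Rik, which lies between Hoxb6 and Hoxb4, had the widest mean difference of the promoters called at all 3 days, 34.2% ± 4.19 in BAT against 82.5% ± 4.43 in WAT.

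Among all 13417 promoters, 45 were called higher in BAT at all 3 days (43 genes) and 78 lower (77 genes). With only 2 days required, leaving out day 0, 4 or 6 in turn, 127, 109 and 107 were higher and 144, 157 and 184 lower. Independent lists would share 1.52 and 1.501 promoters, and the noise simulations gave 2.3 (0 to 5) and 2 (0 to 4). Per day the calls were 482 higher and 629 lower at day 0, 672 and 600 at day 4, and 843 and 716 at day 6. The rule asks for a direction and not for a size, and 24 of the 45 and 55 of the 78 differed by 10 points or more in the promoter mean. Of 3034 promoters called at any day, 203 were called in both directions on different days.

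**Figure D3:**
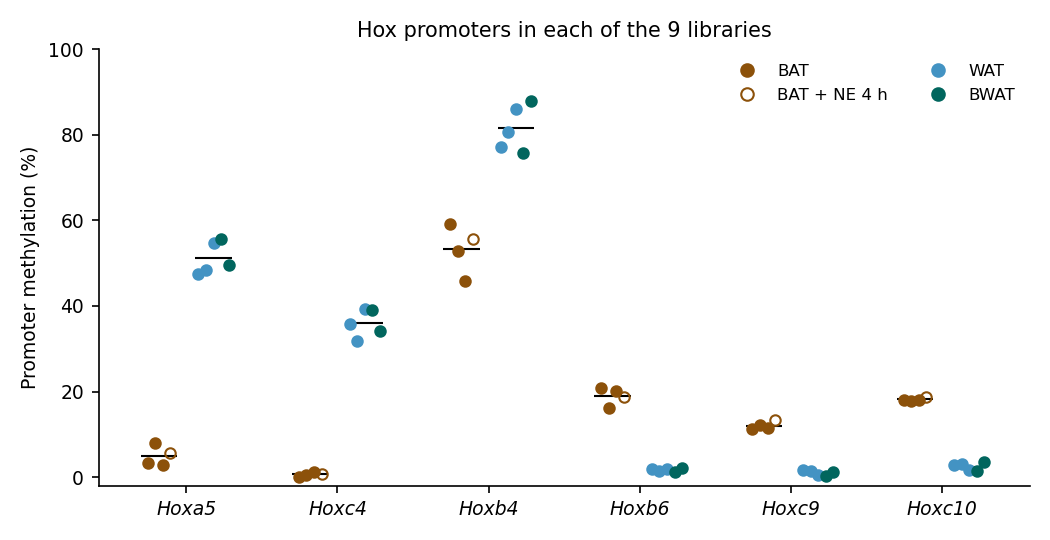
Promoter methylation in percent of 6 Hox genes in each of the 9 libraries (points, brown for BAT, open for BAT + NE, blue for WAT, green for BWAT), with a line at the mean of the 4 brown and of the 5 white and BWAT libraries. The 2 sets of libraries do not overlap at any of these promoters, and Hoxc4 lies at 0.583% in BAT and 35.7% in WAT over the 3 days.

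Transcription factors of limb and body patterning were also among the promoters called at all 3 days. Pitx1, which specifies the hindlimb (chromosome 13, 55932286 to 55933786, 13 cytosines), was at 5.39% ± 0.130 in BAT and 19.5% ± 2.62 in WAT. Zic4, a zinc finger factor, was at 34.3% ± 6.96 and 10.1% ± 4.47 (chromosome 9, 91276248 to 91277748, 3 cytosines). Pax1, a paired box factor of the axial skeleton, was at 12.5% and 19.7%. Promoters with a wide excess in BAT also included Gm16767 with 59.4% against 20.1%, Gm13054 with 69.2% against 32.9%, Ccdc42 with 76.2% against 42.8%, Gm11974 with 39.0% against 9.16%, Gm11379 with 58.2% against 28.8%, Gm17668 with 43.3% against 15.4%, Gm13522 with 43.9% against 18.8%, Gm17262 with 87.3% against 63.7% and Krt39, a keratin gene, with 70.2% against 47.3%. Gm11974 held few cytosines, and its BAT + NE level lay further below that of untreated BAT than WAT lay below BAT. Levels of Krt39 in WAT also varied widely between days. Outside the Hox genes, promoters with a wide excess in WAT included Csrnp3 (chromosome 2, 65786006 to 65787506), with 34.1% ± 2.67 in BAT against 74.3% ± 2.22 in WAT, Dlx6os1 with 14.3% against 52.8%, Gm10295 with 27.9% against 66.1%, RP23-76I20.1 with 14.5% against 47.5%, Gm16277 with 34.2% against 66.7% and Gm10397 with 38.8% against 69.4%. Means listed without an SD do not show the spread over the days.

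Few promoters of genes with a known role in fat cells were called at all 3 days. Of 27 promoters on the brown fat list (3.70% called, against 0.911% elsewhere), that of Ebf2, a transcription factor of brown fat precursors (chromosome 14, 67851129 to 67852629, 26 cytosines), was called, at 8.41% ± 0.763 in BAT and 18.7% ± 2.43 in WAT. Of 33 pan-adipogenic promoters (3.03% called, against 0.912% elsewhere) it was that of Lpin1, a phosphatidate phosphatase, at 14.3% and 11.7%. Of 23 promoters of white and beige fat genes (8.70% called, against 0.903% elsewhere) they were those of Hoxc9 and Hoxc10, and none of these shares passed the test of lists, while the white and beige list passed it on the calls of the 9-library test (4 of 23 with these Hox genes among them, adjusted p = 5.3e-04) and not on calls at any day (adjusted p = 0.205). Pparg, the main transcription factor of adipogenesis (chromosome 6, 115310239 to 115311739, 20 cytosines), was at 0.953% and 0.663%, and Cidea, a lipid droplet protein of brown fat (chromosome 18, 67502218 to 67503718, 11 cytosines), at 3.62% ± 0.507 and 1.88% ± 0.8998. Pparg was called at 1 day and Cidea at none, and neither passed in limma on the 9 libraries (adjusted p = 0.87 and 0.23). The promoters of Hoxa2, Adipoq, Fabp4, Ppargc1a and Ucp1 held fewer than 2 of the cytosines and were not analysed here.

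The fixed lists were compared with all promoters. Of 37 Hox cluster promoters 7 were called at all 3 days, 4 higher and 3 lower in BAT (Fisher's exact test, adjusted p = 4.0e-07). All 4 measured promoters of the Hox genes named by the study were called, 2 in each direction (adjusted p = 2.2e-07), and these 4 are among the 7. Neither p-value is independent evidence, because the study chose its Hox genes, and reported an enrichment of Hox genes, on these samples. Of 56 promoters of other positional regulators 5 were called, 3 higher and 2 lower (adjusted p = 0.00125). The family of homeobox genes had 11 of 124 (adjusted p = 2.8e-07), the Zic family 1 of 6 (adjusted p = 0.215) and microRNA genes 4 of 87 (adjusted p = 0.0534). Zic and microRNA genes failed here but passed on other sets of calls. Zic had 3 of 6 in the 9-library test (adjusted p = 1.5e-04), all 3 of them promoters of the same gene, Zic4, and 5 of 6 at any day (adjusted p = 0.0102). MicroRNA genes passed with 36 of 87 at any day (adjusted p = 9.3e-04) but not in the 9-library test (adjusted p = 0.0667). Against random lists matched on cytosine number and level the calls at any day did not pass for either (permutation p of list membership = 0.111 and 0.0608), while the 9-library calls of Zic did (0.00160). The lists of white and beige fat with 2 of 23 (Hoxc9 and Hoxc10, adjusted p = 0.0850) and skeletal muscle with 2 of 20 (Myf5, a myogenic factor, and Ttn, the giant sarcomere protein, adjusted p = 0.0758) did not pass. Myf5 was at 82.0% ± 5.03 in BAT and 94.0% ± 0.460 in WAT. Brown fat (1 of 27, adjusted p = 0.588), pan-adipogenic genes (1 of 33, adjusted p = 0.600), preadipocyte genes (1 of 47, Smad3 of TGF-β signalling, adjusted p = 0.662), adrenergic signalling (1 of 36, Adra1a, adjusted p = 0.603), imprinted genes (1 of 40, Dio3, adjusted p = 0.617) and endothelial markers (1 of 10, Pecam1, adjusted p = 0.313) did not stand apart either.

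The promoter of Pecam1, an adhesion molecule of endothelial cells, was at 49.2% ± 3.602 in BAT and 72.9% ± 1.956 in WAT, and that of Adra1a, the alpha-1A adrenergic receptor, at 65.6% ± 4.45 and 45.7% ± 0.847. None of the promoters of the DNA methylation machinery (22), the cell cycle (33) or haematopoietic (11), smooth muscle and pericyte (10), epithelial (15), mesothelial (3) or neural and Schwann cells (16) was called at all 3 days. Imprinted genes passed when promoters called at any day were taken, 23 of 40 (adjusted p = 3.1e-05), with members called at 2 or more days such as Asb4 (24.5% in BAT and 11.4% in WAT) and Airn (34.2% and 46.7%).

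With limma on 6 libraries and day as a term, 2 promoters differed between brown and white cells, Hoxb6 higher and Hoxc4 lower in BAT (both adjusted p = 0.0473, 1070 promoters at unadjusted p below 0.05). Leaving out any of the 6 libraries ended both calls, with 0 promoters in limma each time (874 to 890 at unadjusted p below 0.05). Without the day term 36 were called. The 9 libraries without a day term gave 145, of which 49 were higher and 96 lower in the brown libraries, and 79 without BAT day 0 and 93 without BAT day 4. Of the 123 promoters called at all 3 days, 74 were among the 145 in the same direction. On the logit scale the brown-white difference in the 9 libraries was −5.16 (SE 0.20, adjusted p = 3.0e-06) at Hoxc4, −4.18 (SE 0.25, adjusted p = 3.4e-05) at Hoxa5, 3.18 (SE 0.14, adjusted p = 4.0e-06) at Hoxb6, 2.88 (SE 0.22, adjusted p = 1.1e-04) at Hoxc9 and 2.75 (SE 0.19, adjusted p = 7.3e-05) at Hoxc10.

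Within the lists, limma on the 9 libraries called 8 of 37 Hox cluster promoters over all genes and 13 when adjusted over the list alone, and all 4 of those named by the study under both. The counts of both Hox lists are not independent evidence, since the study chose and reported Hox genes on these samples. Positional regulators had 8 of 56 and 11 adjusted over the list alone, white and beige fat 4 of 23 (Hoxc9, Hoxc10, Mtus1 and Tbx1) and 5, brown fat 1 of 27 (Ebf2) and 2, skeletal muscle 1 of 20 (Myf5) and 3, endothelial markers 1 of 10 (Pecam1) and 2, and preadipocyte genes 1 of 47 (Ptch1, the Hedgehog receptor, with a difference of −10.5 points and of −4.82 without restriction-site cytosines) and 2. No promoter was called by limma among adrenergic (3 at unadjusted p below 0.05, 2 adjusted over the list alone), smooth muscle (1 and 1), pan-adipogenic (5 and 0), imprinted (2 and 0), cell cycle (4 and 0), DNA methylation (2 and 0), epithelial (1 and 0), haematopoietic (0 and 0), mesothelial (0 and 0) and neural genes (0 and 0). With 6 libraries the counts adjusted over the list alone were 8 for the Hox clusters, 10 for positional regulators, 4 for white and beige fat, 4 for the Hox genes of the study, 2 for skeletal muscle, 1 for brown fat and 1 for endothelial markers.

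Beyond promoters, the difference at Hox genes spread over their exons and the sequence between them. Of fragments within 10000 bp of a gene, those nearest to a gene of the Hox clusters were called in 51 of 120 cases by limma on the 9 libraries (42.5%, against 8.07% of the others, Fisher's exact test, adjusted p = 3.5e-23), 16 of them higher in brown libraries. This count includes promoter fragments, such as those of Hoxa5 and Hoxb5. Neighbouring fragments of a cluster were counted as independent, so the p-value overstates the evidence. The study had also reported Hox enrichment on these samples. An exonic fragment of Hoxa2 (chromosome 6, 52113295 to 52113436, 8 cytosines) was at 16.0% ± 4.24 in the 4 brown and 86.0% ± 1.79 in the 5 white and BWAT libraries, and an exonic fragment of Hoxa3 (52120341 to 52120607) at 25.9% ± 1.94 and 77.4% ± 2.37. Along the HoxC cluster the direction held over blocks of neighbouring genes and changed between them. Fragments in exons of Hoxc13 (20.7% against 43.3%) and Hoxc12 (18.8% against 63.5%) and near Hoxc11 (8.54% against 50.5%) were lower in brown libraries, introns of Hoxc10 (40.5% against 5.63%) and Hoxc6 (44.6% against 12.6%) were higher, and an exon of Hoxc4 (1.68% against 54.5%) was lower again. These fragments were chosen after the data were seen, and each of those named here had an adjusted p of at most 6.2e-05 in limma.

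**Figure D4:**
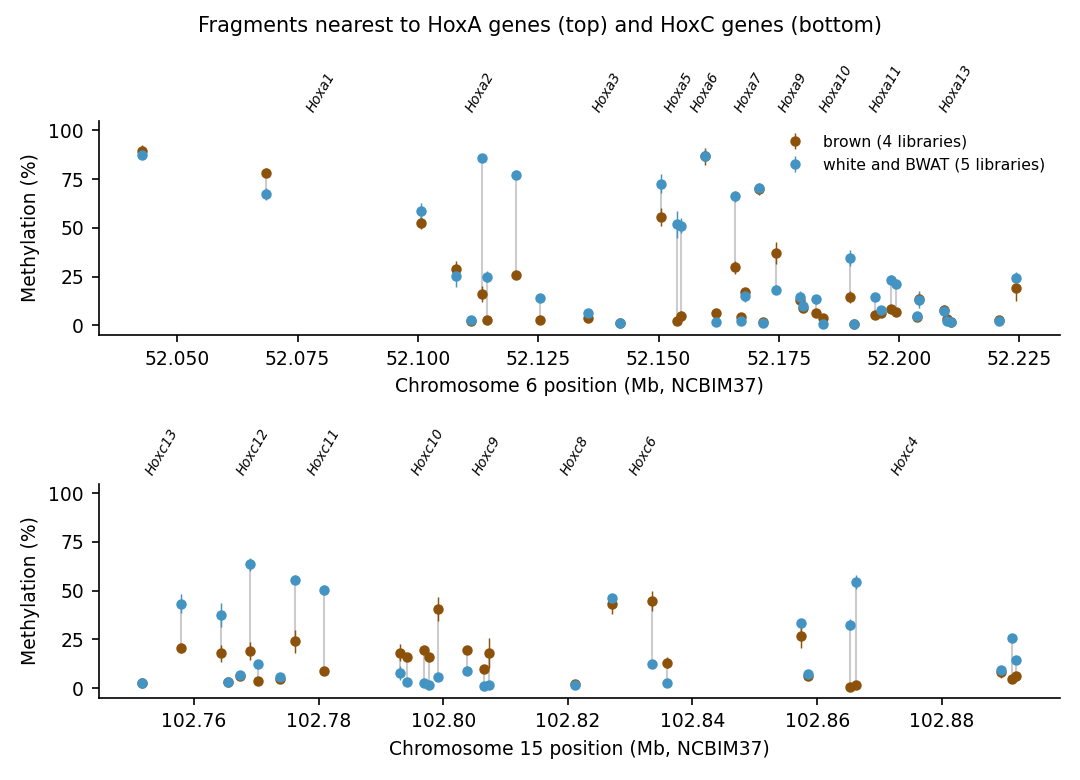
Methylation in percent of fragments nearest to HoxA genes (top) and HoxC genes (bottom) against chromosome position in Mb, as mean ± SD of the 4 brown libraries (brown points) and the 5 white and BWAT libraries (blue points), joined by grey lines. Gene names stand at the mean position of their fragments, and the widest gap of the upper panel is at Hoxa2, 16.0% against 86.0%.

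Mean methylation was higher at the later days of differentiation in both cell types, and among the cytosines past 10 points the share that increased was highest at promoters. In BAT the mean level was 40.2% at day 0, 40.6% at day 4 and 40.7% at day 6, a change of 0.532 points (SE 0.0173) from day 0 to day 6, and in WAT it was 40.8%, 41.0% and 41.2%, a change of 0.397 points (SE 0.0179). Cytosines below 30% went from 51.9% to 51.6% of the table in BAT and from 51.6% to 51.3% in WAT. Those above 70% went from 36.3% to 36.5% in BAT and were at 37.4% on both days in WAT. Of the cytosines past 10 points from day 0 to day 6, 56.7% (SE 0.220) had increased in BAT (81229 against 61915) and 55.3% (SE 0.272) in WAT (69555 against 56167). At promoters the share was 61.1% (SE 0.563) at day 4 and 66.2% (SE 0.618) at day 6 in BAT, and 57.4% (SE 0.527) and 63.1% (SE 0.567) in WAT. Intergenic sequence had 52.2% (SE 0.285) at day 4 and 54.0% (SE 0.277) at day 6 in BAT, and in WAT 48.8% (SE 0.430) at day 4, where more cytosines decreased, and 51.9% (SE 0.319) at day 6. At a minimum difference of 20 points the intergenic share was 50.2% at day 4 in BAT and 49.1% at day 6 in WAT. As a mean over all promoter cytosines the change from day 0 to day 6 was 0.317 points (SE 0.0177) in BAT and 0.256 (SE 0.0129) in WAT, below that over all cytosines. The SD of the difference between strands rose from 6.67 points at day 0 to 7.77 at day 6 in BAT. In WAT it rose from 6.398 to 7.16. Unequal read noise may therefore have moved the shares of cytosines past 10 points that increased, including those at promoters.

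Promoters called higher outnumbered those called lower at each interval, as they did by less in the noise simulations. From day 0 to day 6, 1159 promoters were called higher and 313 lower in BAT, where the noise simulations gave 426.9 and 290.5, and 904 and 336 in WAT, where they gave 366.5 and 274.1. The 313 lay within the simulated range of 253 to 324. From day 0 to day 4 the counts were 795 and 375 in BAT (338.8 and 288.7 in the simulations) and 607 and 340 in WAT (295.3 and 275.3), and from day 4 to day 6 they were 827 and 488 in BAT (439 and 353) and 700 and 366 in WAT (360.5 and 297.4). The simulations drew each cytosine on its own, while neighbouring cytosines can share reads, and the promoter counts exceeded them also for BWAT at day 4, where the strand covariance was within its error of 0, so that an excess over them does not by itself show a difference. In BAT 263 promoters were called higher at both later days and 107 lower. As both comparisons use the day-0 library, unchanged libraries gave 63.5 and 54.8 in the simulations, while independent lists would share 68.7 and 8.75. In WAT 214 were called higher and 91 lower at both days, with 60.1 and 58.2 in the simulations and 40.9 and 8.51 for independent lists. Part of the excess may therefore come from the shared day-0 library, which could not be divided.

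The promoters with the widest changes at both later days of BAT held few cytosines. Zrsr1, a splicing factor gene with an imprinted copy in the mouse (chromosome 11, 22872215 to 22873715, 5 cytosines), was at 35.7% at day 0, 76.8% at day 4 and 45.3% at day 6. Slc7a7, an amino acid transporter (2 cytosines), was at 11.5%, 39.5% and 37.7%, Gnb3, a G protein subunit (2 cytosines), at 25.0%, 47.8% and 62.0%, and Il27ra, a cytokine receptor (3 cytosines), at 12.8%, 32.2% and 38.5%. Lower values at the later days were found for Homez (58.0%, 28.1% and 30.7%), BC100451 (79.2%, 47.0% and 54.8%), Efr3a (36.7%, 4.76% and 18.0%) and AL603664.1 (74.7%, 52.2% and 47.9%), with 2 to 4 cytosines each. In WAT, Rab3il1 was at 6.77%, 27.0% and 26.2%, Fam129a at 15.3%, 31.1% and 36.6%, Epb4.9 at 17.9%, 35.05% and 34.0%, and Gm13429 (11 cytosines) at 22.2%, 41.9% and 35.6%. Olfr517 was at 55.1%, 33.3% and 29.0%, a Ttn promoter at 68.7%, 46.3% and 48.1%, Krt39 at 61.1%, 35.2% and 45.7%, and Gm11008 at 26.9%, 5.21% and 10.1%. From day 0 to day 6 in WAT the widest increase was that of Mlxipl, the glucose-responsive transcription factor ChREBP (chromosome 5, 135608480 to 135610001, 3 cytosines), from 37.0% to 69.8%, and Aqp3, a glycerol channel, went from 11.7% to 37.2%.

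A test over all 9 libraries of day 0 against the later days called 7 promoters with limma (3 higher and 4 lower, 860 at unadjusted p below 0.05), and these were chosen after their values were seen. The promoter of Gm17638 (chromosome 15, 77791104 to 77792604, 13 cytosines) fell from 91.5% in BAT and 92.1% in WAT at day 0 to between 65.7% and 75.5% in the later libraries (adjusted p = 0.00183). That of Cdsn fell from 84.1% and 84.5% to between 65.6% and 71.3% (adjusted p = 0.0206). Slc5a5, the sodium-iodide symporter (chromosome 8, 73416156 to 73417656, 57 cytosines), rose from 9.96% and 8.29% to between 15.5% and 25.2% (adjusted p = 0.0348), and Gm12992 from 10.6% and 7.64% to between 17.7% and 39.6% (adjusted p = 0.0453). Prc1, Ano4 and Tmem39a were also called and lay at or below 6.94% in every library. With the 6 BAT and WAT libraries alone limma called 0 (849 at unadjusted p below 0.05), and without restriction-site cytosines 12. A test of whether the change differed between brown and white cells called 0 promoters in limma (540 at unadjusted p below 0.05).

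The BAT library treated with norepinephrine lay close to the untreated one in mean level, though not on the second principal component (227 against −4336). After 4 h the mean level was 40.8% against 40.7% in untreated BAT of day 6, a difference of 0.0819 points (SE 0.00964), and of the cytosines past 10 points 50.8% (SE 0.114) were higher, 71247 against 69069. At the 58039 cytosines that were higher in BAT than in WAT at day 0 the treated library lay at 63.8% and the untreated one at 63.1%, and at the 78376 cytosines that were lower it lay at 61.2% in both. In promoters 651 calls were higher and 712 lower, with 379.9 and 419.2 in the noise simulations, which leave out noise shared by neighbouring cytosines, and the promoter share of cytosines higher was 48.9% (SE 0.399). The widest ones had 2 or 3 cytosines. Cd59a, a complement regulator, was at 29.2% without and 69.3% with norepinephrine, Lrrn3 at 2.78% and 38.1%, Tmem63a at 49.7% and 84.0%, and Prss21 at 60% and 88.9%, while Llgl2 was at 81.2% and 42.1%, Gm11974 at 59.0% and 20.6%, Gpam, the enzyme of the first step of glycerolipid synthesis, at 83.3% and 47.8%, and Pkd2l2 at 64.3% and 33.3%. With 1 library per condition these differences have no replicate check. Once the mean shift between both libraries was removed the share higher was 49.9%.

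White cells differentiated with norepinephrine lay close to the WAT libraries. BWAT was slightly less methylated than WAT, by −0.183 points (SE 0.0153) at day 4 and −0.190 (SE 0.0107) at day 6, and 48.0% (SE 0.238) and 47.7% (SE 0.175) of the cytosines past 10 points were higher in BWAT. On a scale from WAT (0%) to BAT (100%) of the same day, at the 78376 cytosines lower in BAT at day 0, BWAT lay at 2.52% (SE 0.921) at day 4 and 4.18% (SE 0.831) at day 6, and at the 58039 cytosines higher in BAT at −16.7% (SE 1.85) and −15.1% (SE 2.34). BWAT lay below WAT in both sets, as over all cytosines, and this mean shift was not removed. A lower level alone counts towards BAT in the first set and away from it in the second, so these values do not show a movement relative to BAT. The gap that sets the scale was narrow, with 59.1% in BWAT, 59.7% in WAT and 63.4% in BAT at day 4 of the second set. Without restriction-site cytosines the second set was at −6.45% (SE 1.73) and −7.21% (SE 2.14), and the first at 1.16% (SE 1.10), within 2 SE of 0, at day 4 and 4.09% (SE 0.876) at day 6. The day-0 libraries that chose these cytosines were not used for these values. With a minimum of 30 points for the choice of cytosines the direction at day 6 turned in the first set, to −3.15% (SE 1.27), day 4 was at −0.627% (SE 1.14), and day 6 of the other set was within 2 SE of 0 at −3.68% (SE 2.92). Promoter cytosines past 10 points were higher in BWAT in 50.7% (SE 0.670) at day 4 and 42.5% (SE 0.330) at day 6. The SD of the difference between strands was 7.31 points in BWAT and 6.45 in WAT at day 4, and 6.23 and 7.16 at day 6. Unequal read noise may therefore have moved these shares. Limma called 0 promoters between BWAT and WAT over both days (679 at unadjusted p below 0.05).

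The pairwise promoter calls of BWAT against WAT were 563 higher and 449 lower at day 4, with 359.9 and 293 in the simulations, and 382 and 730 at day 6, with 288.7 and 346.5. At day 4 Gm13074 was at 92.3% in BWAT and 68.2% in WAT, Zbtb34 at 77.8% and 54.0%, Gm14266 at 88.9% and 65.9% and RP23-76I20.1 at 65.0% and 43.2%. Usp44, a deubiquitinase, was at 8.33% and 41.9%, Mag, a myelin protein, at 30.6% and 58.8%, Pik3cd, a catalytic subunit of phosphoinositide 3-kinase, at 59.98% and 81.7%, and Clstn3 at 44.7% and 65.7%. At day 6 Crybb2 was at 79.4% and 44.4%, Tspan1 at 95.5% and 60.7%, Sp7, a transcription factor of bone formation, at 68.2% and 41.4% and AA467197 at 44.4% and 19.7%, while Gusb was at 21.1% and 46.2% and Gm17179 at 56.6% and 80.3%. These promoters had 2 to 4 cytosines each.

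**Figure D5:**
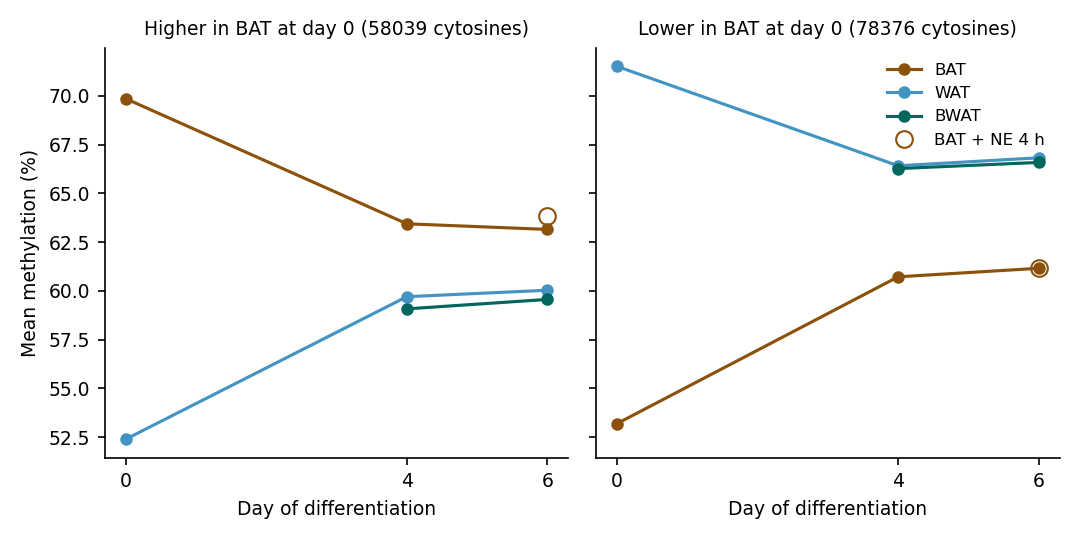
Mean methylation in percent against the day of differentiation at the 58039 cytosines that were at least 10 points higher in BAT than in WAT at day 0 (left) and the 78376 that were lower (right), for BAT, WAT and BWAT (lines) and BAT + NE (open circle). The gap at day 0 is widened by the choice of the cytosines on those libraries, and at day 6 BWAT lay at 59.6% and 66.6%, near WAT with 60.03% and 66.8%.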

Values the study reported

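The study kept 838,481 CpGs that passed its depth minimum in every sample, and gave a minimal conversion rate of 99.2%. It placed 33% of these CpGs in promoters, 40% in gene bodies and 27% between genes, and stated that 47.5% of promoters were covered. It counted 31 genes that differed between brown and white cells at every time point, of which 23 were more and 8 were less methylated in white cells, with several Hox genes among them.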

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

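The tests of read noise and of opposite changes over all promoters were chosen after the result was seen, while the bound for the test of conversion was stated before it was run.

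At 3 promoters BAT and WAT moved in opposite directions, because calls at both later days went one way in BAT and the other way in WAT. They were singled out by direction and not by a test. In the test of such a difference over all promoters of the 6 BAT and WAT libraries limma called 0 (540 at unadjusted p below 0.05), and none of the 3 passed (adjusted p = 0.9996 for each, unadjusted p = 0.0755 for Mospd4, 0.0409 for Gmeb2 and 0.0975 for 1700001L05Rik). The promoter of Mospd4 (chromosome 18, 46624970 to 46626470, 37 cytosines) was at 2.48% at day 0 and 4.30% and 4.26% later in BAT, and at 4.22%, 4.19% and 3.27% in WAT, so that the changes differed by 2.29 points. That of Gmeb2 (chromosome 2, 181021279 to 181023740, 110 cytosines) was at 14.8%, 9.97% and 10.5% in BAT and 10.1%, 12.5% and 11.96% in WAT, a difference of −6.67 points. That of 1700001L05Rik (chromosome 15, 83197207 to 83198707, 14 cytosines) was at 19.6%, 16.8% and 17.3% in BAT and 16.1%, 19.8% and 24.5% in WAT, a difference of −8.61 points. In the BAT + NE library the promoter of 1700001L05Rik was at 23.7%, above its level at day 0.

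The mean level was higher at day 6 than at day 0 in both cell types. Incomplete bisulfite conversion at the later day would raise unmethylated cytosines most, but cytosines under 5% in the other libraries rose by 0.178 points in BAT against 0.642 at 30 to 70%, and by 0.145 against 0.566 in WAT, below the bound set for this explanation by 0.143 points (SE 0.0458) and 0.138 points (SE 0.0395). Read noise at low levels would not be shared by the strands, but among CpGs under 30% in the other libraries the reverse strand changed by 4.91 points (SE 0.347) more in BAT, and 3.64 (SE 0.391) more in WAT, where the forward cytosine had risen by 10 points than where it had fallen by 10, against 0.138 (SE 0.243) and 0.0673 (SE 0.298) from day 4 to day 6. The values at cytosines under 5% argue against conversion as the whole cause. The strand values show differences shared by both strands, but shared differences in either direction widen this gap. It was 9.98 points (SE 0.748) between BAT and WAT at day 0, where the mean was lower in BAT. The strand comparison therefore cannot decide whether read noise contributed to the rise of the mean. A change of methylation with differentiation stays open as a hypothesis, as does any other difference between the cultures of different days, since each condition was 1 library.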

How the results depend on the processing

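The removal of restriction-site cytosines, the fragments, the test of day 0 against later days, the variants of the 9-library test, the comparisons of lists and families on its calls and the lists without Hox fragments were chosen after the data were seen. Of the alternatives fixed beforehand, 142 values stayed on their side of the threshold or within 1.5 times, 42 counts moved further, 8 values were no longer past the threshold, 6 newly were and 1 reversed. Of the added ones 112 stayed, 26 moved, 3 were no longer past it and 2 newly were, and of the single promoters 48 stayed and 6 moved without restriction-site cytosines. The cause was not tested except where fewer cytosines, promoters or libraries entered.

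In the order BAT against WAT at days 0, 4 and 6, then days 4 to 0, 6 to 4 and 6 to 0 in BAT and in WAT, then norepinephrine, then BWAT at days 4 and 6, a minimum of 20 points left 37721, 40658, 47289, 31134, 34847, 36365, 21420, 23375, 26979, 33567, 24926 and 23400 cytosines. Without restriction-site cytosines there were 88317, 95599, 103683, 88806, 94879, 93488, 73603, 78457, 82490, 91543, 78571 and 75616. At least 3 cytosines left 459, 495, 583, 434, 425, 566, 324, 315, 458, 432, 303 and 345 promoters.

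At 20 points the share higher in BAT than in WAT at promoters was 47.8% at day 4 and 48.6% at day 6, and the intergenic share was 50.2% from day 0 to day 4 in BAT and 49.1% from day 0 to day 6 in WAT. With the mean shift removed the share for norepinephrine was 49.9%. With limits of 20% and 80% the change of partly methylated cytosines in BAT was 0.0544 points and that of highly methylated ones in WAT 0.184. On the axis from WAT to BAT, 30 points gave −3.68% for BWAT of day 6 at cytosines higher in BAT, and −0.627% at day 4 and −3.15% at day 6 at those lower in BAT, the last with its direction reversed. Without restriction-site cytosines the latter was 1.16% at day 4, and the cytosines higher in BAT gave −6.45% and −7.21%.

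Promoters called at all 3 days and higher in BAT were 26 with at least 3 cytosines, 26 at 20 points, and 127, 109 and 107 when day 0, 4 or 6 was left out. Those lower in BAT were 46 with at least 3 cytosines and 144, 157 and 184 with a day left out. By list, white and beige fat passed on calls of the 9-library test (adjusted p = 5.3e-04) and imprinted genes on calls at any day (adjusted p = 3.1e-05), where the range over alternatives reached 0.205 and 1. By family, Zic passed at any day (adjusted p = 0.0102) and in the 9-library test (1.5e-04, with promoters of Zic4 only), and microRNA genes (9.3e-04), keratins (0.00529) and zinc finger Zfp genes (0.00785, called less often) at any day, where microRNA genes reached 0.0667 and the others 1 in the 9-library test. Against matched lists the keratins did not pass at any day either (permutation p of list membership = 0.216).

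The day served as the replicate block of the 6-library test, since each condition was 1 library. Without this block limma called 36 promoters, against 2 with it. On the percent scale it was 1, without restriction-site cytosines 1, with all 9 libraries and no day term at once 145, and with any library left out from 0 to 0 (874 to 890 at unadjusted p below 0.05), where the day term takes up the partner of the missing library. The 145 promoters of the 9-library test ranged from 79 (without BAT day 0) to 117, with 93 without BAT day 4. Promoters changed with differentiation were 0 in limma with 6 libraries (849 at unadjusted p below 0.05) and 12 without restriction-site cytosines. Fragments between brown and white libraries numbered 1530 with 6 libraries, 4064 without restriction-site cytosines and 4472 to 5318 with a library left out, and without Hox fragments the lists of white and beige fat and brown fat no longer passed among them (adjusted p = 0.205 and 0.0899). The 116 fragments of differentiation were 16 with 6 libraries and 19 to 103 with a library left out, namely 19 without BAT day 0, 57 without WAT day 0, 62 without BWAT day 6, 69 without BAT day 6, 69 without BAT + NE and 73 without WAT day 6.

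A minimum depth of 20 reads, read-weighted promoter means, p-values adjusted over all cytosines, thinning to 10 reads and pooled reads of a promoter were not run, because they need read counts. The unknown depth limits how far a difference at a promoter of 2 or 3 cytosines can be told from read noise.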

Other observations

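Tests in this part that were chosen after the result was seen are those of the restriction sites, of other cell types and of splits over promoters, and all tests of fragments, while the outcome expected of the splits over fragments was stated before they were run.

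Most fragments called between day 0 and the later days were less methylated at the later days. The model asked for a change common to brown and white cells, so agreement between them is a condition of the call. It rests on 1 day-0 library of each cell type. Of 67233 fragments limma called 116 between day 0 and the later days, 79 lower and 37 higher, and 19 without BAT day 0, 57 without WAT day 0, 62 without BWAT day 6, 69 without BAT day 6, 69 without BAT + NE and 73 without WAT day 6, and 16 with the 6 BAT and WAT libraries. The lower ones had a median change of −27.2 points, with 54 past 20 points, and 54.4% lay in introns against 33.5% of all tested (Fisher's exact test, adjusted p = 2.7e-04), while the higher ones had a median of 11.5 points. The genes named here were chosen after their values were seen. An exonic fragment of Pgd, an enzyme of the pentose phosphate pathway (chromosome 4, 148529909 to 148529914), fell from 96.1% at day 0 to 40.7% ± 4.65 (SD, n = 7 later libraries, limma adjusted p = 7.7e-05). Introns of Sik3, a salt-inducible kinase (chromosome 9, 45831793 to 45831913), fell from 81.9% to 28.8%, of Mmd (chromosome 11, 90106319 to 90106444) from 71.5% to 21.0%, of Hk2, a hexokinase (chromosome 6, 82721147 to 82721289), from 52.5% to 15.6%, of Per2, a clock gene, from 78.3% to 35.2%, of Ucp3, a mitochondrial uncoupling protein, from 71.3% to 39.9%, and of Nfia, a transcription factor of brown fat (chromosome 4, 97503563 to 97503688), from 49.8% to 20.3%. At Mlxipl 1 intronic fragment fell from 81.0% to 44.2% (chromosome 5, 135590326 to 135590477) and another rose from 6.86% to 23.8% (135610250 to 135610378). No fixed gene list stood apart among the lower fragments (pan-adipogenic genes 2 of 211, adjusted p = 0.517).

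Between brown and white libraries limma called 6340 fragments, 2367 higher and 3973 lower in brown, and 1530 with the 6 BAT and WAT libraries and day as a term and 4064 without restriction-site cytosines. Promoters were rare among them, 5.91% of the higher and 4.18% of the lower ones against 18.8% of all tested (Fisher's exact test, adjusted p = 1.4e-75 and 2.2e-174). Beyond the Hox genes, an intron of Maml3, a Notch coactivator (chromosome 3, 51833708 to 51833818), was at 3.98% ± 1.37 in the 4 brown and 77.1% ± 3.13 in the 5 white and BWAT libraries, and an intron of Gpc5, a glypican (chromosome 14, 115587732 to 115587873), at 13.1% ± 0.848 and 73.6% ± 3.39. An intron of Kit, a receptor tyrosine kinase (chromosome 5, 76024079 to 76024198), was at 69.7% ± 3.89 and 23.0% ± 3.68, and an exon of Emx2, a homeobox gene (chromosome 19, 59535999 to 59536218), at 50.04% ± 5.13 and 11.8% ± 3.29. Fragments near positional regulators were called in 70 of 322 cases (adjusted p = 2.8e-13), near white and beige fat genes in 20.8% (21 fragments, adjusted p = 2.5e-04) and near brown fat genes in 26 of 194 (adjusted p = 0.0426). Several fragments near the same gene were counted as independent, so these p-values overstate the evidence. Without fragments near Hox cluster genes the white and beige list, which holds Hoxc9 and Hoxc10, had 13 of 92 and did not pass (adjusted p = 0.205), and neither did brown fat genes (adjusted p = 0.0899), whose count was the same, because the Hox lists no longer entered the adjustment. These genes were chosen after their values were seen.

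Forward cytosines inside restriction sites read lower than their reverse partners, by −38.9 points (SE 0.458) at 14354 MspI sites and −44.3 points (SE 0.683) at 7683 TaqI sites where both strands were measured. Methylation of 1 strand only would extend to neighbours, but CpGs within 20 bp differed by −0.0711 points (SE 0.0238). Where the partner was above 80% the forward cytosine averaged at most 22.5% in any library, which is consistent with unmethylated cytosines added when fragment ends are filled in. The 22037 CpGs concerned hold 2.63% of the cytosines at 1 forward position each. No biological explanation was tested beyond methylation of 1 strand.

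BAT and WAT differed at the same promoters at all 3 days. Other cells in one of the cultures would shift the methylated promoters of their marker lists, where these are unmethylated in such cells. The promoter that differed most was at −23.7 points for 3 endothelial promoters (Pecam1, median −2.57), −5.10 for 6 haematopoietic ones (median 0.657) and −8.90 for 4 epithelial ones (median −2.34). The endothelial promoters went in both directions and the levels of these promoters in the other cells were not measured, so the values decide for none of these cells, and smooth muscle, neural and mesothelial lists had too few methylated promoters. The brown and white cells came from different depots, so cell type and place of origin differ together, and either may account for the positional genes.

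Splits of the libraries were counted for each test over many promoters or fragments. They treat the libraries as independent, and if the days of a cell type came from 1 culture, a difference between 2 cultures by chance is not covered by them. For the 145 promoters of the 9-library test, which were 79 without BAT day 0 and 93 without BAT day 4, 1 of 100 splits, the real one, gave as many, and the highest other gave 2, so that chance in how these libraries are divided is excluded. For the 6340 fragments it was again 1 of 100, with 2048 as the highest other, and chance is excluded in the same sense. That split set WAT and BWAT of days 4 and 6 against the rest, which is close to the split by cell type and shows a structure of the samples. For the 2 promoters of the 6-library test, which were 0 with any library left out (874 to 890 at unadjusted p below 0.05 in limma), 1 of 10 splits gave as many and the highest other gave 0, and 10 splits are too few for a share under 0.05. For the 116 fragments of differentiation, with 19 without BAT day 0, 57 without WAT day 0, 62 without BWAT day 6, 69 without BAT day 6, 69 without BAT + NE and 73 without WAT day 6, it was 1 of 20 with 2 as the highest other, and 20 are too few as well.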
